A study of Arabidopsis thaliana with 30 samples. Its data were reported in "BORDER proteins protect expression of neighboring genes by promoting 3′ Pol II pausing in plants" (2019).

How the data were processed

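RNA-seq libraries came from Arabidopsis thaliana seedlings of the wild type and of the bdr1,2,3 triple mutant, which carries insertions in the genes BDR1, BDR2 and BDR3. The 30 libraries formed 10 groups of 3, assigned from the sample titles, in 2 experiments. In the photomorphogenesis experiment (18 libraries), 5-day-old seedlings grown in the dark at 21 °C were kept in the dark or exposed to white light for 2 or 4 h. In the heat shock experiment (12 libraries), 12-day-old seedlings grown at 12 °C were kept there (cold) or moved to 27 °C for 4 h (heat). No library was left out.

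The authors prepared stranded mRNA libraries, and deposited for each experiment a table of raw counts per gene with 33602 genes, which was the starting point of every test here. The authors also deposited tables of normalized signal, in which each count is divided by a single size factor per library. These factors were recomputed as the median ratio over the genes listed, the method of DESeq2, which the study named for this series. The normalized tables leave out 10268 genes with 1.0% of the counts in the photomorphogenesis experiment, and 10460 genes with 0.75% of the counts in the heat shock experiment. They were used only for this check. The aligner, the counting program and the use of strand in counting are not stated for this series. Values of overlapping genes, of genes with an antisense partner and of near-identical gene copies are therefore reported as uncertain.

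Total counts per library ranged from 7517174 to 22888978 in the photomorphogenesis experiment and from 6823975 to 22458726 in the heat shock experiment. A group in which every library had at most 3 counts of a gene was taken as at the floor, and a fold change against it was computed against 3 counts in the library with the smallest effective size and given as a lower bound. The reads carry no molecular identifiers in the deposited tables, so floors cover counting error only. Counts scaled to library size with edgeR's cpm function (CPM) and log2 CPM, with a prior count of 2, were computed with effective library sizes after TMM normalization.

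Differential expression was tested separately in each experiment with edgeR's quasi-likelihood test (glmQLFit with robust estimation, and glmQLFTest) after filterByExpr, with a coefficient per group and all groups of the experiment in the fit. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. After the filter, 19521 genes were tested in the photomorphogenesis experiment and 19473 in the heat shock experiment. The comparisons were the response to light or heat in each genotype, the genotype effect (mutant minus wild type) in each condition and averaged over conditions, and the interaction, that is, the genotype effect after the treatment minus that before it. The interactions at 2 and 4 h use the same dark libraries. Tests are two-sided throughout.

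Gene positions, strands and types came from the TAIR10.1 reference annotation, matched by locus tag to 32835 of the 33323 nuclear genes (98.5%). The study used TAIR10 annotations, whose gene borders may differ from those of TAIR10.1, so distances between genes hold for the TAIR10.1 borders. The upstream neighbour of a protein-coding gene was the nearest protein-coding gene on its 5′ side, on either strand. It was used where it did not overlap the gene (25891 of 27444 nuclear protein-coding genes, 53.3% of them with the neighbour on the same strand). The share of same-strand neighbours among called genes was compared with that among all other tested genes by Fisher's exact test, with Benjamini-Hochberg adjustment over the 14 tests. Distances and neighbour expression were compared by rank-sum tests with 100000 permutations across genes. Genes are not independent replicates, and p-values across genes describe these libraries only.

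For sets of genes defined by their neighbours, each library received a score: the median gene-centred log2 CPM of the set minus that of a control set. Each gene was centred on its mean over both genotypes within each condition. The scores of the genotypes therefore lie on either side of 0, and only their difference within a condition has meaning. Downstream genes of raised neighbours had a same-strand upstream neighbour within 600 bp that rose over 2-fold (adjusted p under 0.05) in both genotypes at every time point. Controls had a neighbour that changed less than 1.5-fold with an adjusted p over 0.2. Downstream genes already lower in the mutant before treatment (unadjusted p under 0.05) were removed. Downstream genes of lowered neighbours were those lower in the mutant before treatment whose neighbour fell over 1.5-fold in both genotypes at either time point. Their controls had a neighbour with an adjusted p over 0.1. Treatment-induced genes (over 1.5-fold in the wild type) were split by the strand of the upstream neighbour and by distance at 600 and 1200 bp. The light-induced sets were tested on the genotype difference averaged over 2 and 4 h, and the heat-induced sets on that in the heat. Scores were compared by exact permutation of the genotype labels within each condition: 400 arrangements over 2 conditions, with a smallest possible p of 0.005, and 20 arrangements for 3 against 3 libraries, with a smallest possible p of 0.1. Benjamini-Hochberg values were computed over the 12 tests of this family.

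On simulated scores (200 simulations of 500 genes), the exact test of a change between 2 conditions called 6.0% of cases without a shift and 40.5% of cases with a log2 shift of 0.15 in 1 condition. Dividing the noise by 2 raised this only to 42.5%, because arrangements that relabel the other condition leave the shift in place. A p over 0.05 in that test is therefore no evidence that a change is absent. The test of an effect averaged over 2 conditions called 2.5% of cases without a shift and 100% of cases with one.

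A list of 21 genes of the Calvin-Benson-Bassham (CBB) cycle was tested for a shift of the interaction with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry and with the library score against all tested genes. The study singled out this pathway from these same libraries, so the list gives no independent evidence.

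The differential expression script was tested on simulated counts with 200 changed genes: it recovered 70.5% of them among 19521 genes with the photomorphogenesis layout, with 3.42% of its calls false, and 69% among 19473 genes with the heat shock layout, with 2.82% of its calls false.

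The comparisons, the tests, the alternatives, the CBB list and the rule for the genes named were fixed before the data were examined. The named genes are the 3 disrupted genes, 6 check genes of the treatments, the 3 genes that the study showed with their upstream neighbours, and, for each genotype effect in a condition and each interaction, the 2 largest rises and the 2 largest falls. These had to have an adjusted p under 0.05, a mean log2 CPM of at least 1 and, for genotype effects, no overlap between the replicate values of the genotypes. Alternatives were DESeq2's test, median-ratio (RLE) size factors in edgeR, no filter on low counts, a replicate block, only the groups compared in the fit, an added fold change minimum of 1.5 and leaving out each library in turn. For gene sets they also included a test with genes as units, a mean in place of the median, selection with DESeq2 among the genes that passed the filter, a prior count of 0.5, other neighbour definitions and other distance limits.

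Replicate numbers are shared by all groups, and the labels do not say that a number marks a shared batch. Whether libraries with the same number deviate together was checked by correlating their deviations from the group means. All same-numbered pairs had an r over 0.1 for wild type with mutant after 4 h of light (0.671, 0.406 and 0.218) and for mutant cold with mutant heat (0.125, 0.157 and 0.24), and for no other pair of groups compared. For the genotype effect after 4 h of light and the heat response in the mutant, a fit of only the groups compared with a replicate block was therefore added, chosen after the data were seen.

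The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.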

Results

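Transcript levels were measured by RNA-seq in wild-type and bdr1,2,3 seedlings of Arabidopsis, during the first hours of light after growth in the dark (photomorphogenesis experiment, 18 libraries) and during a shift from 12 to 27 °C (heat shock experiment, 12 libraries). Each of the 10 groups held 3 replicate libraries. The total count per library was 7517174 to 22888978 in the photomorphogenesis experiment and 6823975 to 22458726 in the heat shock experiment. No pair of replicates was a duplicate of the other: the counts of replicates in the same group differed more than counting error alone gives, with a chi-square per degree of freedom from 2.09 to 16.7. The first principal component, over the 500 most variable genes, held 88.7% of the variance in the photomorphogenesis experiment and separated dark from light. The second held 5.4% and separated the genotypes within each condition. In the heat shock experiment the first held 72.8%. With 2000 genes in place of 500, these shares of the first component were 79.4% and 68.4%. The wild-type heat replicate 1 stood apart from the other two, with a score of 34.3 on the first component compared with 24.3 and 22.8, and so did the mutant heat replicate 1, with 39.8 compared with 31.49 and 31.51.

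**Figure D1:**
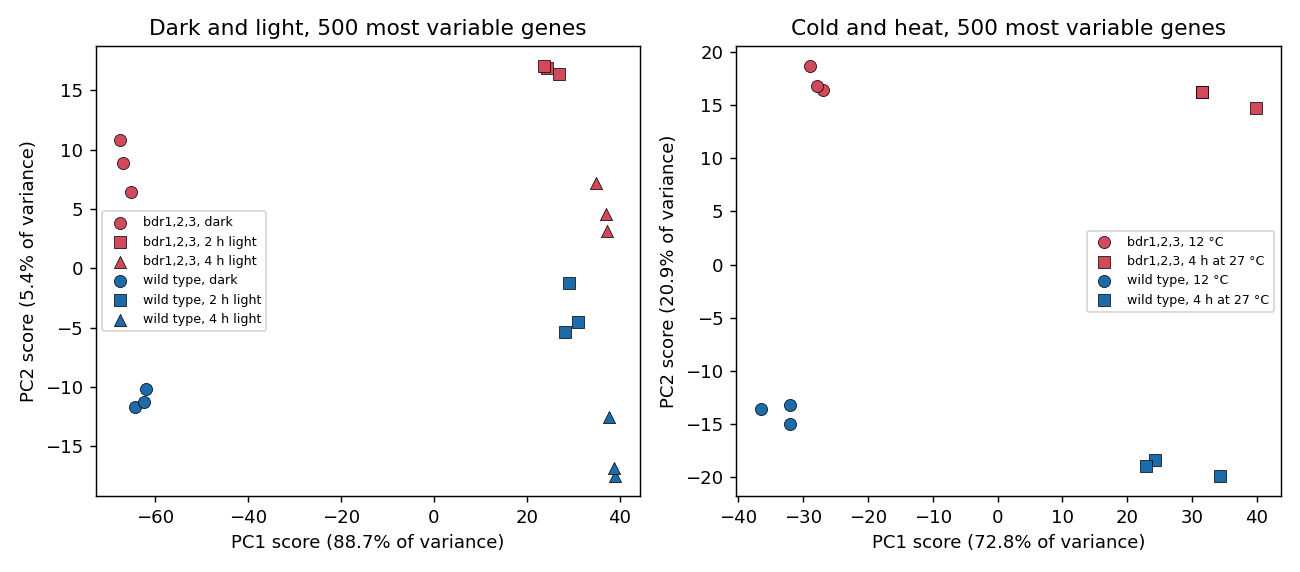
Scores of each library on the first and second principal components (axes in score units, with the percent of variance), for the 18 photomorphogenesis libraries (left) and the 12 heat shock libraries (right). In the left panel the first component, 88.7% of the variance, parts the dark libraries from all light libraries.

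The disrupted genes were examined first. BDR1 (AT5G25520, TAIR10.1 chromosome 5, 8885088 to 8889904, plus strand) ranged from 92.6 to 112 CPM in the 3 dark-grown wild-type libraries. In the 3 mutant libraries it ranged from 1.91 to 3.16 CPM (mean 2.59 ± 0.637 CPM, SD). Its log2 fold change was -5.27 (edgeR adjusted p 4.08e-20). It was also lower after 2 h of light (-5.0), 4 h of light (-4.81), in the cold (-4.53) and in the heat (-5.10). In each condition, all mutant libraries lay below all wild-type libraries, and the highest mutant value in any condition was 3.65 CPM. BDR2 (AT5G11430, chromosome 5, 3647862 to 3652477, plus strand) fell less. Its level in the dark was 21.0 ± 2.56 CPM in the wild type and 14.4 ± 0.718 CPM in the mutant (n = 3 each), a log2 fold change of -0.53 (adjusted p 0.00151). The other conditions gave log2 fold changes from -1.14 (2 h of light) to -0.66 (cold), each with all mutant libraries below all wild-type libraries.

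BDR3 (AT2G25640, chromosome 2, 10910461 to 10914547, plus strand) was lower in the mutant in the photomorphogenesis experiment, with 8.15 ± 1.29 CPM in the wild type and 3.29 ± 0.41 CPM in the mutant in the dark (SD, n = 3, log2 fold change -1.30, edgeR adjusted p 6.09e-06) and log2 fold changes of -1.63 and -1.91 after 2 and 4 h of light. In the cold it did not differ detectably, with 5.70 ± 0.645 CPM in the wild type and 5.51 ± 0.288 CPM in the mutant (log2 fold change -0.06, adjusted p 0.857). Without wild-type cold replicate 1, the sign of this small difference changed, to 0.02. In the heat BDR3 was 8.75 ± 0.836 CPM in the wild type and 6.30 ± 0.858 CPM in the mutant (log2 fold change -0.46, adjusted p 0.0244), which DESeq2 did not call. Its adjusted p also exceeded 0.05 without wild-type heat replicate 2 (-0.48) or replicate 3 (-0.37), or mutant heat replicate 2 (-0.37). Genotype effects on BDR3 in cold and heat were not shown to differ (interaction -0.40, adjusted p 0.415). Where the counted reads lie relative to the insertions was not analysed here.

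**Figure D2:**
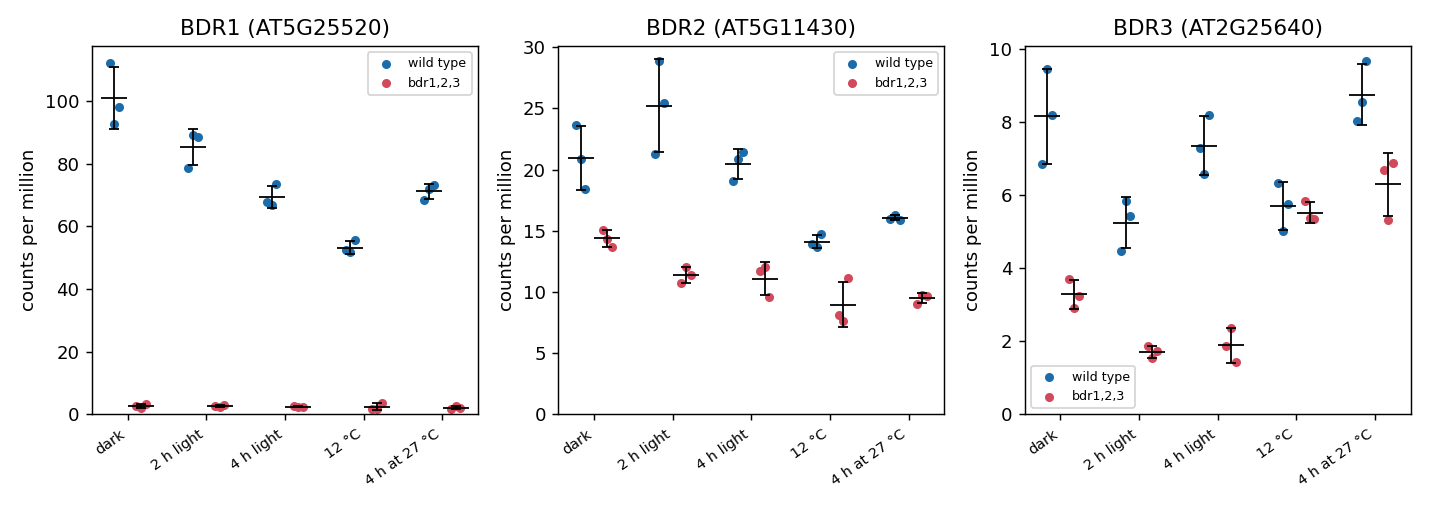
Expression of BDR1, BDR2 and BDR3 (CPM, 1 point per library) in wild type and bdr1,2,3 in the 5 conditions, with the mean ± SD of 3 libraries. BDR1 stays at or under 3.65 CPM in every mutant library, whereas BDR3 overlaps between genotypes in the cold.

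Known light- and temperature-responsive genes were used to check the treatments. ELIP1 (AT3G22840, chromosome 3, 8084405 to 8085669) rose in wild type from 2.08 ± 0.722 CPM in the dark to 492 ± 44.8 CPM after 2 h of light (SD, n = 3). Its log2 fold change was 7.82 (edgeR adjusted p 7.75e-14), and every light library exceeded every dark library. In the mutant its log2 fold change was 8.27. Chalcone synthase (TT4, AT5G13930, chromosome 5, 4488476 to 4490264) rose by 7.21 in wild type and 7.29 in the mutant, and HY5 (AT5G11260, chromosome 5, 3593335 to 3595073) by 1.76 and 2.29. In the heat, the log2 fold change of HSP101 (AT1G74310, chromosome 1, 27936508 to 27940369) was 3.00 in wild type and 3.25 in the mutant, and that of HSP70 (AT3G12580, chromosome 3, 3991117 to 3993886), a member of a gene family whose reads may be shared, was 5.89 and 5.80. The cold-regulated gene COR15A (AT2G42540, chromosome 2, 17710441 to 17712330) fell by 3.98 and 2.58.

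The comparison of light with dark within each genotype asked how far the response to light depends on the BDR genes. After 2 h of light, 13040 of 19521 genes changed in the wild type (6624 higher and 6416 lower) and 13206 in the mutant (6615 higher and 6591 lower). Of all alternatives, the added fold change minimum of 1.5 moved these counts most, to 8406 and 8271. In both genotypes and in the same direction, 11483 genes changed after 2 h, and 36 changed in opposite directions. The log2 fold changes of the genotypes, which have separate dark libraries, correlated across genes with a Pearson r of 0.938. With DESeq2 the r was lower, 0.8, but it also covered genes that the filter on low counts had removed. The 2 values of r are thus over different sets of genes. Genes are not independent replicates, and these values of r describe these libraries. After 4 h, 13702 genes changed in the wild type and 13672 in the mutant, with 12114 shared in direction. The heat changed 11249 of 19473 genes in the wild type (5701 higher and 5548 lower) and 11803 in the mutant (5723 higher and 6080 lower), with 9280 shared in direction.

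Between genotypes, 3774 genes differed in the dark (1569 higher and 2205 lower in bdr1,2,3), 3758 after 2 h of light (1693 and 2065) and 3227 after 4 h of light (1535 and 1692). Averaged over the 3 conditions, 7241 genes differed (3338 higher and 3903 lower). In the cold 2129 genes differed (890 higher and 1239 lower), and in the heat 3784 (1661 and 2123). The average of cold and heat gave 4965 genes (2322 higher and 2643 lower). For 4 h of light, same-numbered libraries of the genotypes deviated together, and a fit of these libraries alone with the replicate number as a block, chosen after the data were seen, gave 5473 genes (2649 higher and 2824 lower), compared with 2960 without the block. The excess of lower over higher genes depended on scaling in 2 of the conditions: with DESeq2, 1677 genes were higher and 1549 lower after 2 h of light, and the numbers were 1813 and 1699 in the heat and 2394 and 2203 for the average of cold and heat. It stayed in the dark (1365 and 1800), after 4 h of light (1232 and 1613) and in the cold (886 and 1147). The fold change minimum again moved the count in the dark most, to 1273. Without wild-type cold replicate 3, the count in the cold was 1293. The genotypes did not overlap in 6704 genes (34.3%) in the dark, compared with 10% by chance for 3 against 3 libraries, and in 29.5% to 35.9% of the tested genes over the 5 conditions.

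The largest falls met libraries close to or at the floor. AT1G09910 (chromosome 1, 3220035 to 3224541) had 41.9 ± 2.22 CPM in dark-grown wild type and 0.602 ± 0.166 CPM in the mutant (SD, n = 3). Its log2 fold change was -6.16 (edgeR adjusted p 8.86e-19). In the heat it was at least 63.0-fold lower, with all mutant libraries at the floor. MRD1 (AT1G53480, chromosome 1, 19963047 to 19964712) had log2 fold changes of -6.11 in the dark, -5.73 and -6.02 after 2 and 4 h of light, and -5.86 in the heat. It overlaps AT1G53490 on the opposite strand, so its counts are uncertain. AT4G11410 (chromosome 4, 6944891 to 6947413) was at least 61.8-fold lower after 2 h of light, 116-fold in the cold and 64.4-fold in the heat. It fell by 6.11 after 4 h of light. These lower bounds do not rank genes that are at the floor in the mutant. AT4G31310 (chromosome 4, 15191220 to 15192596) fell by 6.27 in the cold. The upstream neighbours of AT1G09910, AT4G11410 and AT4G31310 lie on the same strand, at 142, 62 and 2 bp.

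The largest rises were smaller. In the dark, AT3G09405 (chromosome 3, 2894798 to 2897674) rose by 4.23 (edgeR adjusted p 8.25e-14). It had 0.906 ± 0.308 CPM in the wild type and 17.9 ± 2.29 CPM in the mutant (SD, n = 3). However, it overlaps its same-strand neighbour AT3G09410 and is uncertain. AT1G05894 (chromosome 1, 1784736 to 1786326) rose by 3.83. AT5G60610 (chromosome 5, 24363591 to 24365615) was among the largest rises in 4 conditions, with log2 fold changes of 3.16, 3.15, 3.38 and 3.02 after 2 h of light, after 4 h of light, in the cold and in the heat. The others were AT5G19110 (chromosome 5, 6411443 to 6413311) after 2 h of light (3.28), MDHAR (AT3G09940, chromosome 3, 3056375 to 3059244) after 4 h of light (3.53), the pseudogene AT5G35935 (chromosome 5, 14083388 to 14089891) in the cold (3.06; uncertain, since pseudogenes may share reads) and ICL (AT3G21720, chromosome 3, 7652487 to 7656053) in the heat (3.92). For each of these genes, in the conditions given, all mutant libraries lay on the same side of all wild-type libraries. The rule for naming genes required this, so it is no separate evidence.

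The study asked, in seedlings grown under other conditions, whether genes with lower expression in bdr1,2,3 lie close downstream of a neighbour on the same strand. The same question was asked in each condition here. Of 1980 genes called lower in the dark with a non-overlapping upstream neighbour, 64.1% had it on the same strand, compared with 50.4% of all other tested genes (odds ratio 1.76, Fisher's exact test, adjusted p 6.7e-31 over 14 tests). The odds ratio was 2.04 after 2 h of light (67.3% and 50.2%), 2.37 after 4 h (70.5% and 50.2%), 3.29 in the cold (77% and 50.5%) and 2.51 in the heat (71.3% and 49.8%), with adjusted p-values from 4.2e-72 to 2.8e-44. For the effects averaged over conditions it was 1.68 in the photomorphogenesis experiment and 2.43 in the heat shock experiment. The direction was the same in all 7 comparisons. The alternative that moved the odds ratio in the dark most was the fold change minimum of 1.5, which raised it to 2.69.

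Genes called higher showed no such excess. Their odds ratios were 1.03 in the dark, 1.07 and 1.05 after 2 and 4 h of light, 0.891 in the cold and 0.875 in the heat. Of these, only the value in the heat had an adjusted p under 0.05 (0.022), with 49.1% of the genes called higher having a same-strand neighbour. For the average of cold and heat the odds ratio was 0.824 (adjusted p 5.5e-05) and for that of dark and light it was 0.968.

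**Figure D3:**
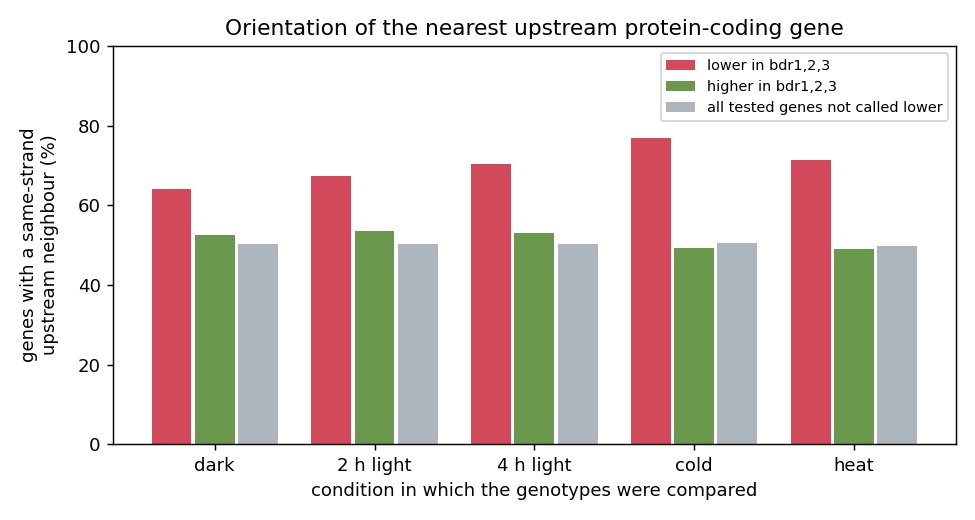
Share of genes (percent, bars from 0) whose upstream neighbour is on the same strand, among genes called lower in bdr1,2,3, called higher, and the other tested genes, in the 5 conditions. The share among lower genes is 64.1% in the dark and 77% in the cold.

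Distance and neighbour expression were compared among genes with a same-strand neighbour. The median distance to it was 322.5 bp for genes called lower in the dark and 764 bp for the others. It was 226 and 787 bp after 2 h of light, 175 and 794 bp after 4 h, 167 and 767 bp in the cold, and 223 and 787 bp in the heat. The median wild-type expression of the neighbour, in log2 CPM, was 4.44 compared with 2.81 in the dark, 4.82 and 2.92 after 2 h of light, 5.01 and 2.92 after 4 h, 4.69 and 2.90 in the cold, and 4.50 and 2.81 in the heat. Each of these 10 comparisons had a p of 1e-05, the smallest that the 100000 permutations across genes can give. The neighbours themselves were called in part: 14.2% of the tested neighbours of genes lower in the dark were lower in the mutant and 7.2% higher, and in the cold 7.2% were lower and 5.5% higher. In the heat 9.9% were lower and about as many were higher.

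Across pairs of genes on the same strand less than 600 bp apart, the genotype effect on the downstream gene fell with the wild-type expression of the upstream gene. Spearman's rho across 3532 pairs was -0.178 in the dark, -0.237 after 2 h of light and -0.25 after 4 h, and across 3550 pairs it was -0.196 in the cold and -0.205 in the heat. Each had a Benjamini-Hochberg adjusted p of 3e-05 over 15 relations. For neighbours on opposite strands, rho lay between -0.076 and 0.013. The difference between the strands had a permutation p of 0.0005 in each condition, the smallest that 2000 permutations can give. These are correlations across genes, which are not independent replicates.

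The next comparison asked whether a rise of the upstream gene in the light lowers the expression of the downstream gene in bdr1,2,3. For 243 downstream genes of light-raised neighbours, the median change of the mutant to wild-type log2 ratio from dark to 2 h of light was -0.099, with 67.5% of genes falling. For the 93 control genes, whose neighbour did not change, it was -0.098, with 69.9% falling. The library score, which takes the set relative to its control, changed by 0.043, towards higher expression in the mutant (exact permutation p 0.02, adjusted p 0.08 over 12 tests), so it failed the correction. Leaving out mutant dark replicate 2 moved it most and changed its sign (-0.0015). The test with genes as units changed it as well (-0.0007, permutation p 0.978), and with genes selected by DESeq2 it was 0.0065 (exact permutation p 0.785). From dark to 4 h the score changed by -0.016 (exact permutation p 0.61). Its sign changed without wild-type dark replicate 1 (0.0055) and without wild-type 2 h replicate 3 (0.0053), and its p fell under 0.05 without wild-type dark replicate 3 (-0.056) or mutant dark replicate 2 (-0.043). At these numbers of libraries the exact test misses most simulated changes of 0.15, so these p-values do not show that a change was absent.

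For 183 genes that were lower in the mutant in the dark and lay downstream of light-lowered neighbours, the median change of the log2 ratio from dark to 2 h of light was 0.114, with 35.5% of genes falling. It was 0.03 for the 41 controls. The library score changed by 0.12 (exact permutation p 0.08, adjusted p 0.171 over 12 tests). Its p fell under 0.05 with overlapping neighbours included (0.141) and without mutant dark replicate 1 (0.096) or mutant 2 h replicate 1 (0.116), and the score was 0.028 without wild-type dark replicate 1. From dark to 4 h the score changed by 0.074 (exact permutation p 0.135), and by -0.0024 without wild-type dark replicate 1. In the heat shock experiment, the score of 147 genes downstream of heat-raised neighbours changed by 0.033 (p 0.075), or by 0.051 without mutant cold replicate 1, where its exact permutation p was 0.035, and by 0.0396 with genes selected by DESeq2 (exact permutation p 0.025). The score of 97 genes downstream of heat-lowered neighbours changed by 0.099 (exact permutation p 0.445), or by 0.18 without mutant cold replicate 2.

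Genes induced by light in the wild type were then compared by the strand of their upstream neighbour, irrespective of whether that neighbour responded. Under 600 bp, the 1365 genes with a same-strand neighbour were lower in bdr1,2,3 relative to the 948 genes with an opposite-strand neighbour. The score difference between genotypes, averaged over 2 and 4 h of light, was -0.089 (exact permutation p 0.005, the smallest possible, adjusted p 0.03 over 12 tests). Each mutant library scored below each wild-type library in the light. The group means were 0.046 ± 0.012 in the wild type and -0.045 ± 0.009 in the mutant after 2 h (SD, n = 3). After 4 h they were 0.042 ± 0.005 and -0.045 ± 0.004. Scores are centred over both genotypes within each condition, so only the difference between these means has meaning. Taking the mean in place of the median moved the averaged difference most, to -0.16. The difference was present before the light as well, at -0.069 in the dark, where 3 against 3 libraries allow no exact permutation p under 0.1. Between 600 and 1200 bp the averaged difference was 0.0046 (exact permutation p 0.65), and its sign changed without mutant 4 h replicate 1 (-0.0018) or wild-type 2 h replicate 3 (-0.0015). Over 1200 bp it was 0.023 (exact permutation p 0.005, adjusted p 0.03), in the opposite direction.

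**Figure D4:**
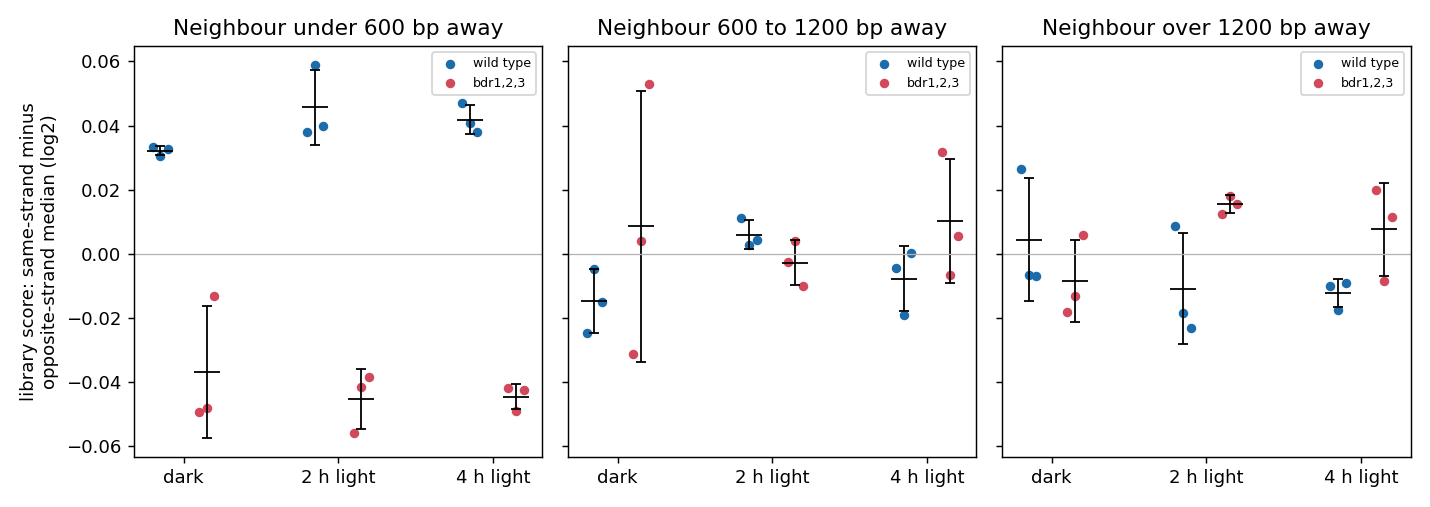
Library score (log2 CPM, same-strand minus opposite-strand median) of light-induced genes at 3 distances to the upstream neighbour, in the dark and after 2 and 4 h of light, with 1 point per library and the mean ± SD of 3. Under 600 bp, wild type and bdr1,2,3 are apart in each condition, with means of 0.046 and -0.045 after 2 h. Scores are centred over both genotypes within each condition, so only the distance between genotypes has meaning.

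The heat gave a difference of similar size under 600 bp, -0.071 for 678 same-strand and 489 opposite-strand heat-induced genes. With 3 against 3 libraries its exact permutation p was 0.1, the smallest possible, and each mutant library scored below each wild-type library. It was -0.067 in the cold, before the treatment. Between 600 and 1200 bp the difference was -0.0026 and changed sign without wild-type heat replicate 3 (0.0015), mutant cold replicate 1 (0.0012), mutant cold replicate 2 (0.001) or mutant heat replicate 2 (0.023). Over 1200 bp it was -0.027 (exact permutation p 0.1).

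The interaction tested directly whether the response to a treatment differs between genotypes. After 2 h of light, 360 genes had an interaction (215 higher and 145 lower), and after 4 h 404 (195 higher and 209 lower). Both use the same dark libraries and are not independent. The heat gave 198 genes (95 higher and 103 lower). The split at 4 h and that in the heat depended on scaling: with DESeq2, 188 genes were higher and 257 lower at 4 h, and 166 and 121 in the heat. An unadjusted p under 0.05 was reached by 2696, 2676 and 2526 genes. These counts depended on single libraries: without wild-type dark replicate 1 the count at 2 h was 218, without wild-type dark replicate 2 the count at 4 h was 205, and the heat count was 42 without wild-type cold replicate 3 and 354 without wild-type heat replicate 1. The largest falls were WRR4, LHB1B1 and CIPK16. WRR4 (AT1G56510, chromosome 1, 21167565 to 21173632) had an interaction log2 fold change of -3.25 at 2 h (edgeR adjusted p 5.32e-05) and -3.60 at 4 h. LHB1B1 (AT2G34430, chromosome 2, 14524607 to 14525918) had -2.59 at 2 h, and its near-identical paralogs make it uncertain. CIPK16 (AT2G25090, chromosome 2, 10670410 to 10672892) had -2.91 at 4 h. WRR4 rose from 0.347 ± 0.0777 to 10.2 ± 2.28 CPM in the wild type at 2 h, and from 1.34 ± 0.368 to 3.99 ± 0.669 CPM in the mutant (SD, n = 3).

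The largest rises among the light interactions were the long non-coding RNA gene AT4G26095 (chromosome 4, 13224204 to 13227622, 3.00 at 2 h), AT5G21222 (chromosome 5, 7208643 to 7213915, 2.46 at 4 h, edgeR adjusted p 7.82e-10) and F3H (AT3G51240, chromosome 3, 19025192 to 19026872, 2.32 and 2.49). The F3H value at 2 h had an adjusted p of 0.0448, and it was above 0.05 in 10 of the 12 fits that each left out a library, with values from 2.07 (without mutant dark replicate 2) to 3.05 (without mutant dark replicate 1). At 4 h it was above 0.05 without wild-type dark replicate 2 (2.38) or 3 (2.44), or mutant dark replicate 2 (2.24) or 3 (2.36). In the heat, MYB29 (AT5G07690, chromosome 5, 2446669 to 2448584, -1.88) and AGO7 (AT1G69440, chromosome 1, 26101407 to 26105328, -1.67) fell most, and AT1G69020 (chromosome 1, 25943886 to 25947211, 2.31) and AT4G26095 (2.11) rose most. The adjusted p of these 4 was between 0.0102 and 0.0191. That of AT4G26095 exceeded 0.05 in 5 of the 12 fits that each left out a library, with values from 1.88 (without mutant heat replicate 2) to 2.12 (without wild-type heat replicate 2). Those of MYB29 (-1.86) and AGO7 (-1.67) exceeded it without wild-type cold replicate 3, and that of AT1G69020 (2.12) without mutant heat replicate 1.

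The study singled out the CBB cycle, the carbon-fixing pathway of photosynthesis, as having a reduced light response in bdr1,2,3. All 21 genes of the list were tested. Their median interaction was -0.40 at 2 h, with 20 genes below 0, compared with -0.0058 over all genes. The camera test gave a p of 2.48e-12 and fry 0.0227, but camera at an estimated correlation gave 0.0575 and the exact permutation of libraries 0.07. At 4 h the median was -0.21, with 15 genes below 0, and only camera at the preset correlation called it (p 0.00189, compared with 0.322 from fry and 0.367 at the estimated correlation). Without the 4 RBCS genes, near-identical copies that may share reads, the medians were -0.40 and -0.21. Without mutant dark replicate 1 the medians were -0.25 and -0.048 (camera p 0.171 at 4 h), and without mutant 4 h replicate 1 the median at 4 h was -0.088 (camera p 0.0991). Over all genes tested, 4 list genes were called at 2 h (RBCS1A, PGK1, EMB3119 and PRK, each lower), and 3 at 4 h (AT1G56190 and PRK lower, GAPB higher). Adjusted over the list alone, 11 were called at 2 h and 3 at 4 h, which is not independent evidence because the study chose the pathway on these samples.

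The study showed PGK1, GAPB and FBA7 in detail. PGK1 and GAPB are on the list, and FBA7 is not. PGK1 (AT3G12780, chromosome 3, 4060920 to 4063306, minus strand) had 331 ± 29.8 CPM in the wild type and 152 ± 6.37 CPM in the mutant after 2 h of light (SD, n = 3, log2 fold change -1.13, edgeR adjusted p 1.07e-07). In the dark it had 78.4 ± 7.14 and 60.1 ± 11.4 CPM, with overlapping replicates (-0.38, adjusted p 0.0215). Its adjusted p in the dark exceeded 0.05 without wild-type dark replicate 2 (-0.36) or 3 (-0.33), or mutant dark replicate 2 (-0.36) or 3 (-0.26). Its interaction was -0.75 at 2 h (adjusted p 0.0119) and -0.43 at 4 h (adjusted p 0.18). The latter passed the threshold without mutant dark replicate 3 (-0.55). GAPB (AT1G42970, chromosome 1, 16127353 to 16129895, plus strand) was lower in the mutant in all conditions: 67.7 ± 12.2 and 8.80 ± 0.368 CPM in the dark, 671 ± 54.3 and 81.2 ± 9.81 CPM after 2 h, and 1340 ± 65.6 and 401 ± 41.0 CPM after 4 h. Its fold response to light at 2 h did not differ detectably between genotypes (interaction -0.11, adjusted p 0.847), and at 4 h it was larger in the mutant (1.20, adjusted p 0.000205). FBA7 (AT4G26520, chromosome 4, 13388290 to 13390862, plus strand) overlaps its same-strand upstream neighbour UKL4 and is uncertain. It had 21.4 ± 3.53 CPM in the wild type and 4.75 ± 0.346 CPM in the mutant after 2 h, and interactions of -1.83 and -1.56 (adjusted p 0.000684 and 0.00261).

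The upstream neighbour of PGK1, SDRB (AT3G12800, chromosome 3, 4063320 to 4064859), lies 13 bp away and rose by 1.13 in the wild type after 2 h of light (edgeR adjusted p 2.33e-13), with all light libraries above all dark libraries. UKL4 (AT4G26510, chromosome 4, 13381687 to 13388362) rose by 0.64. AT1G42960 (chromosome 1, 16125743 to 16127298), 54 bp upstream of GAPB, changed by 0.08 (adjusted p 0.257). None of these neighbours was called between genotypes after 2 h of light (log2 fold changes of -0.10, -0.08 and 0.03, the last of which was -0.01 without mutant 2 h replicate 1).

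The genotype effects of the experiments, which share no libraries, were compared across 18636 genes. Averaged effects correlated with a Pearson r of 0.561 across genes. In both experiments 1304 genes were called lower, compared with 517.2 expected if the calls were independent, 726 were called higher, and 507 changed in opposite directions. In all 5 conditions 351 genes were called lower and 84 higher. Of the 294 lower genes with a non-overlapping upstream neighbour, 95.2% had it on the same strand, at a median distance of 70 bp.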

Values the study reported

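The study asked how genes that were expressed at a lower level in the bdr1,2,3 triple mutant lie relative to their neighbours, using seedlings grown under standard conditions in a series other than the one analysed here. It reported that 74% of those genes had their upstream neighbour on the same strand, compared with 50% of all genes. The reported distance from those genes to the end of the upstream gene was 244 bp, and the genome-wide median was 859 bp. Same-strand upstream neighbours of those genes were reported to be about 2.5-fold more highly expressed than those of genes without a change or with higher expression.

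For the photomorphogenesis experiment, the study reported 231 genes downstream of close same-strand neighbours that rose in the light, and 214 control genes whose upstream neighbour did not change. For upstream neighbours that fell in the light, it reported 148 downstream genes and 70 controls.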

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

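All tests of other splits of the libraries were chosen only after the counts of genes were seen; the tests of depth and of the neighbours of the CBB genes were fixed earlier.

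The response to light differed between genotypes in a test of the difference itself: 360 genes had an interaction after 2 h and 404 after 4 h, and both counts use the same dark libraries. Among 50 drawn splits of the 18 libraries that exchanged genotype labels within each condition, 1 gave as many genes at 2 h, the real split, and 2 did at 4 h, the real one and another with 1324. These splits decide nothing about an interaction, because exchanging labels in a single condition turns the genotype effect itself into one. Unequal depth was tested by thinning every library to the depth of the smallest (7517174 counts). The smaller of the 2 counts was then 302 genes, with 261 genes in common with those at full depth, and at 2 h 317 genes were called, 253 in common. This argues against unequal depth as the cause for the genes in common. Thinning also removes power, so for the other genes unequal depth is not excluded. Single libraries set the size of the counts: without wild-type dark replicate 1, 218 genes were called at 2 h, and without wild-type dark replicate 2, 205 at 4 h. Adding the fold change minimum of 1.5 left 213 and 252 genes. A difference in the response to light between genotypes, which the design names, remains an open explanation that may account for these genes, as a hypothesis found and tested on the same data. Batches of growth or library preparation are not given by the labels and were not tested.

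The response to heat differed between genotypes in 198 genes by the same kind of test. Here 5 of 50 drawn splits of the 12 libraries gave as many genes, but these splits decide nothing either, for the same reason. The largest of them gave 4965 genes, the count of the averaged genotype effect, because exchanging all genotype labels in the heat alone turns the interaction into the sum of the genotype effects. After thinning every library to the depth of the smallest (6823975 counts), 94 genes were called, 88 of them in common with those at full depth. The 88 genes in common were called at equal depth as well, so unequal depth alone does not account for them. Thinning also removes power, so for the other genes unequal depth and a difference between genotypes cannot be told apart. The count was 42 without wild-type cold replicate 3 and 354 without wild-type heat replicate 1. In the principal components this library and mutant heat replicate 1 stood apart from their groups in the same direction, and the count without the latter was 99. No explanation is favoured by these tests.

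The CBB list had a median interaction of -0.40 after 2 h of light and -0.21 after 4 h, and camera at the preset correlation called both. At 2 h fry called the shift as well (p 0.0227), but camera at the estimated correlation (p 0.0575) and the exact permutation of libraries (p 0.07) did not. At 4 h no other test called it (p 0.322 from fry, 0.367 at the estimated correlation and 0.22 from the exact permutation). Whether the response of the pathway differs between genotypes is therefore open, above all at 4 h. Close same-strand upstream neighbours were tested as the source. The 13 list genes without such a neighbour had a median of -0.47 at 2 h, and the 8 genes with one had -0.37, which argues against close neighbours as the whole cause of the shift. Reads shared between the RBCS copies changed little (-0.4036 at 2 h without those 4 genes). Mutant dark replicate 1 carried part of the shift: without it the medians were -0.25 and -0.048. Without mutant dark replicate 3 they were -0.44 and -0.29, and the exact permutation p was then 0.025 and 0.03, so single dark libraries of the mutant decide this test. A weaker induction of the pathway in bdr1,2,3 by another route may be involved, which was not tested, and the list comes from the study's own look at these libraries.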

How the results depend on the processing

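The 42 main results were recomputed under each alternative that applied to them. Apart from fits that left out a library, 211 recomputed values kept their direction and their side of the threshold, or a count within 1.5 times. A further 21 counts or shares moved, 7 values reversed, 8 passed the threshold and 8 no longer passed it. No main count moved by over 1.5 times and no main test changed its call under DESeq2's test, RLE size factors, no filter on low counts, a prior count of 0.5 or removal of the RBCS genes. Scaling by another method moved the median of all genes by at most 0.025 in size (log2; the largest shift was -0.025), but this was enough to turn the split of called genes. With RLE size factors, 1905 genes were higher and 1797 lower in the mutant after 2 h of light, 1939 and 1912 in the heat and 2574 and 2477 for the average of cold and heat. Among the counts recomputed after thinning, that of the heat interaction fell by the largest share. With every library thinned to 6823975 counts, 94 genes were called, compared with 198 at full depth. Leaving out wild-type cold replicate 3 lowered this count further, to 42.

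The fold change minimum of 1.5, added to the adjusted p, lowered the counts of called genes by more than 1.5 times, except that of the heat interaction, by its own construction. It left 8406 genes in the wild type and 8271 in the mutant after 2 h of light, 9077 and 9011 after 4 h, and 6259 and 6713 in the heat. Genes shared by the genotypes were 7049, 7795 and 4937. Genotype effects were 1273 genes in the dark, 1406 and 1223 after 2 and 4 h of light and 1434 averaged, 960 in the cold, 1607 in the heat and 1400 averaged. The light interactions were 213 and 252 genes. With 2000 genes in place of 500, the first principal component held 79.4% and 68.4% of the variance. With only the groups compared in the fit, 36.8% of the genes in the 4 h interaction were higher (106 higher and 182 lower), compared with 48.3% in the fit of all groups. In the fit of all groups, RLE gave 40.1% (155 higher and 232 lower) and DESeq2 gave 42.2% (188 and 257). Both moved in the same direction. Whether scaling accounts for the shift with only the groups compared was not tested. In the heat interaction, 97 genes were higher and 80 lower with RLE, and 166 and 121 with DESeq2.

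The score downstream of light-raised neighbours at 2 h (0.0434) reversed with genes as units (-0.0007, permutation p 0.978). It kept its direction without an exact permutation p under 0.05 with genes selected by DESeq2 (0.0065), the mean (0.0219), neighbours of any gene type (0.0451) and distance limits of 300 bp (0.027) and 1200 bp (0.0357). The score at 4 h reversed at the 300 bp limit (0.0055). Downstream of light-lowered neighbours, the exact permutation p at 2 h fell under 0.05 with overlapping neighbours included (0.1414) and with downstream genes chosen in the cold libraries (0.1018), and the score at 4 h reversed with genes as units (-0.0058). The cause was not tested.

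For light-induced genes 600 to 1200 bp from their neighbour, the difference reversed with genes as units (-0.0103) and neighbours of any gene type (-0.0039), and passed the threshold with the mean (0.0225). For heat-induced genes at this distance it reversed with genes as units (0.0319) and with the mean (0.0184). The heat-raised score passed the threshold with genes selected by DESeq2 (0.0396), the mean (0.0699) and with overlapping neighbours included (0.0433). With genes as units, where the number of units and not of libraries sets the smallest p, the heat-lowered score (0.0643) and the difference of heat-induced genes under 600 bp (-0.0638) passed it. The cause was not tested for the other changes.

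For the CBB list, camera at an estimated correlation no longer called the shift at 2 h (-0.3974, p 0.0575) or at 4 h (-0.2093, p 0.367), and fry did not call it at 4 h (-0.2093, p 0.322). Both account for correlation between the genes of the list.

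Leaving out a library changed these results. Across 12 fits each, the interaction counts ranged from 218 (without wild-type dark replicate 1) to 380 (without mutant dark replicate 3) genes at 2 h, from 205 (without wild-type dark replicate 2) to 497 (without mutant dark replicate 3) at 4 h, and from 42 (without wild-type cold replicate 3) to 354 (without wild-type heat replicate 1) in the heat. The genotype effect in the cold ranged from 1293 (without wild-type cold replicate 3) to 2091 genes across 6 fits. Across 18 fits each, the score downstream of light-raised neighbours ranged from -0.0015 (without mutant dark replicate 2) to 0.0662 (without wild-type 4 h replicate 1) at 2 h, with 12 fits of the same direction not passing the threshold, and from -0.0557 (without wild-type dark replicate 3) to 0.0055 (without wild-type dark replicate 1) at 4 h. Downstream of light-lowered neighbours it ranged from 0.0276 (without wild-type dark replicate 1) to 0.1488 at 2 h and from -0.0024 (without wild-type dark replicate 1) to 0.1532 (without wild-type dark replicate 3) at 4 h. Light-induced genes at 600 to 1200 bp gave -0.0018 (without mutant 4 h replicate 1) to 0.0096 (without wild-type 4 h replicate 2). Across 12 fits, the heat-raised score ranged from 0.0203 (without mutant cold replicate 2) to 0.0512 (without mutant cold replicate 1), and heat-induced genes at 600 to 1200 bp from -0.0298 (without wild-type heat replicate 2) to 0.0228 (without mutant heat replicate 2). The CBB list at 4 h ranged from -0.2877 (without mutant dark replicate 3) to -0.0482 (without mutant dark replicate 1). The cause was not tested.

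Other ranges held their direction and side of the threshold in every such fit. The odds ratio for same-strand neighbours ranged from 1.637 to 1.975 in the dark, 1.926 to 2.598 after 2 h of light, 2.171 to 3.111 after 4 h, 3.02 to 4.211 in the cold and 2.486 to 3.307 in the heat. The difference of light-induced genes under 600 bp ranged from -0.0895 to -0.084. The CBB list at 2 h ranged from -0.4445 to -0.2495 (without mutant dark replicate 1), and held its side of the threshold by camera at the preset correlation. Its exact permutation p did not: it was 0.07 with all libraries and 0.025 without mutant dark replicate 3.

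The replicate block, with the replicate number added to the fit, gave 290, 340 and 286 genes for the light interactions at 2 and 4 h and the heat interaction, all within 1.5 times, and changed no call of the main results. Over all groups of the photomorphogenesis experiment, libraries with the same number did not deviate together. Their deviations from the group means correlated with r from -0.504 to 0.671 over 27 pairs (8 pairs over 0.1). The median r was 0.02, compared with 0.006 for different numbers. In the heat shock experiment r ranged from -0.222 to 0.484 over 12 pairs (6 over 0.1). The median there was 0.106, compared with -0.056 for different numbers, so a tendency to deviate together is not excluded. Wild type with mutant in the heat gave 0.484, 0.088 and 0.276. All same-numbered pairs had an r over 0.1 only for wild type with mutant after 4 h of light and for mutant cold with mutant heat. A replicate block in a fit of only these groups was added after the data were seen. It gave 5473 genes for the genotype effect after 4 h of light and 12292 for the heat response in the mutant. The main count after 4 h of light is lower than with this block, but a pairing is not established. Wild-type replicate 3 after 4 h of light deviated more with mutant replicate 2 (r 0.46) than with mutant replicate 3 (0.218). For all pairs of groups the labels give only a shared number, and a shared batch in the heat is not excluded.

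Of the 98 values of single genes, 12 changed under some alternative, 2 of them in sign: BDR3 in the cold (0.02 without wild-type cold replicate 1) and AT1G42960 after 2 h of light (-0.01 without mutant 2 h replicate 1). The ranges of these values were -0.12 to 0.02 and -0.01 to 0.06 across 6 fits each. Apart from fits that left out a library, 4 values lost their call, in 7 recomputations: BDR2 in the dark, BDR3 in the heat and PGK1 in the dark under the fold change minimum, BDR3 in the heat under DESeq2, PGK1 in the dark with only the groups compared, and F3H at 2 h with no filter and with the replicate block.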

Other observations

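The tests of the rise of the upstream gene and of scaling for light-raised neighbours, of the fall of the upstream gene for light-lowered neighbours, of a mislabelled library for BDR3, and all tests of other splits of the libraries were chosen only after the results were seen.

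The counts of called genes in the comparisons of 3 with 3 libraries were set against other splits. In each of these 11 comparisons, 1 of the 10 splits of the 6 libraries gave as many genes, the real one. With 10 splits no share can be under 0.1, so no single comparison excludes an arbitrary grouping by this share. The next largest split gave 27 genes for the genotype effect in the dark and 4 for that after 4 h of light, and in the other comparisons every other split gave 0. The genotype effects in the 5 conditions share no libraries, and the real split was the largest in each, which together argues against an arbitrary grouping. For the averaged genotype effects 1 of 50 drawn splits gave as many genes, the real one, in both experiments, and the next largest gave 4207 and 1285, which argues against an arbitrary grouping.

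The mutant to wild-type ratio of genes downstream of light-raised neighbours fell from dark to 2 h of light by a median of 0.099 on the log2 scale. A rise of the upstream gene was tested as the cause on control genes whose upstream neighbour did not change. These fell by 0.098, which argues against the rise of the neighbour as the cause of the fall. Scaling between libraries was tested with RLE size factors, which left the median at -0.088 and argues against scaling as the whole cause. With the genes that were lower in the dark kept in the set, the median change was -0.061, so their removal is not the whole cause either. Genes close downstream of a same-strand neighbour may share a fall in the light irrespective of that neighbour, which was not tested further.

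For genes downstream of light-lowered neighbours, the ratio rose by a median of 0.114. These genes were chosen because they were low in the mutant dark libraries, and values chosen for being low tend to rise on the next measurement. When the downstream genes were chosen in the cold libraries instead, the median change was -0.068, in the opposite direction, which is consistent with this selection as the source of the rise. Control genes chosen in the same way changed by -0.118, and the library score then changed by 0.102 (exact permutation p 0.035), so a difference from the controls was still seen. Whether the fall of the upstream gene adds to the rise stays open: the rank-sum p against genes with unchanged neighbours was 0.068 at 2 h. At 4 h the set rose by 0.089 and the controls by 0.095, with a rank-sum p of 0.79, no detectable difference. With 41 controls the neighbour's fall and the selection cannot be told apart for the light. In the heat shock experiment, genes downstream of heat-lowered neighbours rose by 0.051. When chosen in the dark libraries instead, they rose by 0.027 and their controls changed by -0.057 (rank-sum p 0.0062). A difference from the controls was thus seen there without selection on the cold libraries, though genes are the units of this test.

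The excess of same-strand upstream neighbours among genes lower in bdr1,2,3 was weighed against technical sources. Within bins of similar expression the smallest odds ratio over the 7 comparisons was 1.75, and within bins of similar gene length it was 1.70, which argues against both. If reads shared across touching gene borders were the whole source, the excess should vanish for neighbours 300 to 1000 bp away. The odds ratios there were 1.3 to 2.417. The excess was larger under 300 bp, with odds ratios from 2.986 to 7.873, so shared reads are not excluded as a part of it there. Gene order in general was tested on the neighbour at the 3′ end, whose largest odds ratio was 1.20. None of these accounts for the whole excess. Among pairs on the same strand, the correlation of the genotype effect with the expression of the upstream gene exceeded that of opposite-strand pairs by at least 0.102 (smallest difference in rho -0.102), which argues against the expression of any close neighbour as the cause. Interference from the upstream gene, the study's explanation, may therefore underlie these patterns, and the RNA counts do not test it directly.

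Over all same-strand pairs under 600 bp, the interaction of the downstream gene was compared with the response of the upstream gene. For light at 2 h, rho was -0.073, compared with -0.043 for opposite-strand pairs, and the permutation p of the difference was 0.27, so same-strand interference and an effect shared by all neighbours cannot be told apart. For heat, rho was -0.053 compared with 0.017, with a permutation p of 0.0095. This leaves room for a contribution of the upstream gene's response, though small. The score downstream of heat-raised neighbours went the other way (0.0326, exact permutation p 0.075). That downstream of heat-lowered neighbours went the same way as the correlation (0.0988, exact permutation p 0.445). The response of the downstream gene itself was held constant, and rho was then -0.063 for light and -0.063 for heat, which argues against it as the cause.

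BDR3 transcript was not lower in bdr1,2,3 in the cold. A mislabelled library was tested with BDR1, whose highest level in the mutant cold libraries was 3.65 CPM, far below the wild type, so exchanged labels are unlikely. The origin of the counted reads was not tested.

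Differences linked to the insertions rather than caused by them were tested within 2 Mb of the BDR genes, for genes with a fold change of at least 1.5. In the photomorphogenesis experiment 166 of 2151 genes there were called (7.72%, compared with 7.23% elsewhere; odds ratio 1.073, Fisher's exact test p 0.4), which argues against a linked excess. In the heat shock experiment 176 of 2120 genes were called (8.30%, compared with 6.93%; odds ratio 1.216, p 0.022), so linked differences may account for a small part of the calls there.

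The control set for light-raised neighbours held 93 genes here. That is lower than the value quoted from the study above. With genes selected by DESeq2, the test that the study used, the set held more. It then had 166 genes, so the choice of test accounts for part of the gap. The control set for light-lowered neighbours held 41 genes here, and 64 with genes selected by DESeq2. Both are lower than the value quoted from the study above.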
